A study of Mus musculus with 4 samples.

How the data were processed

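The data were 4 libraries of polyadenylated RNA from mouse embryonic stem cells, 2 from cells treated with 4-OHT for 6 days (Ogt iKO) and 2 from untreated cells of the same genotype (control), grouped by the titles in the labels. Per the labels' protocols, viable cells were sorted to remove feeder fibroblasts, and cells of the treated cultures were also selected for a yellow fluorescent protein. That extra selection was described for the treated group alone, so it cannot be separated from the treatment. Per the labels' protocols, libraries were made with a stranded Illumina kit for mRNA.

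The authors deposited, for each library, a table of raw counts per gene, with a gene symbol and a whole number in each row and no normalization. The names of the deposited count tables point to the gene counts of the STAR aligner and to the mouse genome build mm10, but the aligner's version, the annotation and the strand that was counted are not stated in the labels. The tables held 25239 gene symbols each and 0 rows that name no gene. Aligner summary lines were not among the rows and only 1 column of counts was used, so the share of reads mapped to several loci, the share outside genes, antisense counts and a comparison with unstranded counts, all planned before the data were examined, are not analysed here. The design assumed a column of sense-strand counts. The single column was used in its place. Where 2 genes overlap, reads of one can count for the other if the strand was not used. Of the genes with an exon model, 1262 had over 10% of their exon length under an exon of the opposite strand and 316 under an exon of another gene on the same strand, and their values are uncertain. Genes with near-identical copies are uncertain too, because STAR's gene counts leave out reads that map to several loci and how the deposited counts treated such reads is not stated.

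Positions came from the NCBI RefSeq annotation of GRCm38, the assembly that mm10 names, which gave a position for 25136 symbols (99.59%), 25041 by exact name and 95 by synonym. Exon length, GC content and overlaps came from a GENCODE annotation of the same assembly for 24366 symbols.

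The total count per library ran from 14668489 to 16504204. A gene with 0 counts in a library could be present at up to 3 counts, or 0.182 to 0.205 CPM (counts per 1000000 counts). Counting error therefore limits genes of a few counts, while the spread between the 2 libraries of a group limits the others. An exact test of a single value between 2 libraries and 2 libraries cannot give a p below 0.333, so tests across genes rest on a spread shared among genes.

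Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, TMM normalization, genes kept by filterByExpr), with all 4 libraries in one fit and no covariate. Adjusted p values are by Benjamini-Hochberg over the 14525 genes tested, and genes with an adjusted p under 0.05 are called higher or lower. CPM values use TMM-scaled library sizes except for gene families and background, which use raw totals. Standard errors were taken from the fold change and its test statistic. Lists of genes and chromosomes were tested with limma 3.58.1 (camera, two-sided, inter-gene correlation preset to 0.01, on log2 CPM with a prior count of 2), with adjustment over 9 lists or 20 chromosomes. The 9 lists covered O-GlcNAc and DNA methylation enzymes, heterochromatin and transposon silencing, pluripotency, the 2-cell-like state, germline genes controlled by methylation, imprinted genes, fibroblast markers, p53 targets and the interferon response. The median of a list is that of the fitted log2 fold changes of its tested genes. A fold against a group whose libraries all had at most 3 counts was computed against that floor and given as a lower bound.

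Neighbouring calls were tested by permuting the calls 10000 times among genes in 10 bins of mean log2 CPM, and gene density by permuting higher and lower calls 100000 times. The lists, tests, alternatives and the rule for naming genes were fixed before the data were examined. By that rule the text names Ogt, the 6 genes with the largest change in each direction among called genes with a mean log2 CPM of at least 2 and groups that do not overlap, up to 4 genes of each list with the smallest adjusted p, and any O-GlcNAc or DNA methylation enzyme. Ogt itself was sixth among the falls, so 5 others are named there.

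Alternatives were relative log expression (RLE) size factors, DESeq2 1.42.0, no filter or a CPM of at least 1 in at least 2 libraries, a robust estimate of the spread, the replicate number as a block, an adjusted p under 0.01, glmTreat against a fold of 1.2, limma's fry, camera with an estimated correlation, other count minimums and leaving out each library in turn. Scaling by library size only or by upper quartiles, offsets for GC content or exon length (loess, span 0.4), calls of at least 2-fold, genes without overlapping exons and permutation within expression bins for gene density were added after seeing the data. Applying any of these alternatives to single genes other than Ogt was not planned. DESeq2 gave no adjusted p for 3760 genes, which were left out of its counts. With 2 libraries per group, leaving one out leaves 1 library in a group, so those fits gave values without tests.

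The code was tested on simulated data drawn from the real means, library sizes and spread. In 5 simulations of 14525 genes with 200 changed genes each, 77.3% of 2-fold and 97.5% of 4-fold changes were recovered and 0.122% of unchanged genes were called. Of 45 tests of unshifted lists 1 had p under 0.05, and 5 of 5 lists shifted by 0.5 on the log2 scale were found by camera, fry and camera with an estimated correlation. These p values were not adjusted. Genes were drawn independently and few were changed. The simulations therefore do not show how the list tests behave when genes change together or when most genes change. The neighbour test gave p under 0.05 for 1 of 10 random placements of calls over 14513 genes and p 0.0002 for calls placed in runs of 3. Permutations were run with Python 3.11.15 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.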

Results

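Polyadenylated RNA was sequenced from mouse embryonic stem cells (mESC) whose Ogt gene is flanked by loxP sites, as read from the genotype label. Ogt encodes O-GlcNAc transferase, the enzyme that places N-acetylglucosamine on serine and threonine residues of proteins. The induced knockout (Ogt iKO) group held 2 libraries from cells grown for 6 days with 4-hydroxytamoxifen (4-OHT), a ligand used to switch on tamoxifen-dependent recombinases. The control group held 2 libraries from cells grown without it. The cells grew on a layer of mouse embryonic fibroblasts that no longer divide, and were sorted by flow cytometry before RNA extraction. The study asked how loss of OGT affects DNA methylation, the expression of transposable elements in heterochromatin and the genes that lie near them. The gene counts analysed here bear on the second of these only through genes, because no reads of transposable elements were used.

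The deposited gene counts summed to 16107528 and 14668489 in Ogt iKO replicates 1 and 2, and to 16504204 and 16191217 in control replicates 1 and 2. Of 25239 gene symbols, 18261 and 17977 had at least 1 count in the Ogt iKO libraries, against 17394 and 17382 in the controls. The 10 genes with the most counts took 2.75% and 2.84% of the Ogt iKO counts and 3.81% and 3.75% of the control counts. A count of 0 allowed up to 3 counts, which was 0.182 to 0.205 CPM (counts per 1000000 counts) in these libraries. Such limits cover counting error only, since the reads carried no molecular identifiers. The replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom of 7.48 for Ogt iKO and 4.48 for control. Counts of a single library deposited under both names would have agreed within that noise, and the values speak only against that case. That the libraries are separate samples was taken from the labels. Across the 14525 genes tested, the correlation of log2 CPM was 0.990 between the Ogt iKO libraries and 0.993 between the controls. Between groups it ran from 0.941 to 0.947. These correlations are across genes, which are not independent replicates. The first principal component held 87.7% of the variance and separated the groups, and the second held 6.78%.

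The deleted gene was examined first. Ogt lies on chromosome X from 101640011 to 101684351 in GRCm38 and had 437 and 389 counts in the Ogt iKO libraries, against 2963 and 3108 in the controls. Its level was 25.3 CPM ± 0.341 (SD, n = 2) in Ogt iKO and 197 CPM ± 7.91 (SD, n = 2) in control. The log2 fold change of Ogt was -2.96 (SE 0.0676), with an adjusted p of 2.486e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ogt counts in the knockout were thus 12.9% of the control level, and both treated libraries lay below both controls. Scaling by library size alone moved this value most, to -2.79. Across the fits that each left out 1 library, the log2 fold change of Ogt ran from -3.01 to -2.93. The counts are per gene, so it was not examined here whether the remaining reads came from the recombined allele.

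Across all genes, 4827 were higher and 4651 were lower in Ogt iKO at an adjusted p under 0.05 (edgeR), which is 65.3% of those tested. The 2 groups did not overlap for 12089 genes, or 83.2% of those tested, where chance gives 33.3% for 2 libraries against 2. At a fold of at least 2, 2171 genes were higher and 877 were lower. The common biological coefficient of variation was 7.82%, so small changes passed the threshold. Of the called genes 50.9% were higher under trimmed-mean (TMM) scaling, against 65.1% (6116 higher, 3282 lower) when libraries were scaled by their totals alone. That alternative, chosen after seeing the data, shifted the median log2 fold change of all genes from 0.024 to 0.19. The changes given here are therefore relative to the bulk of genes, and small changes near 0 have no scale-free direction. All 3282 genes lower under library totals were also lower under TMM scaling, and all 4827 genes higher under TMM scaling were also higher under library totals. With the libraries of one group reduced to 1, from 4804 to 4827 of the higher genes and all 4651 lower genes kept their sign. Genes that the expression filter removed from a reduced fit were not counted as keeping it. The genes were called from these same libraries, so a high share was built in.

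**Figure D1:**
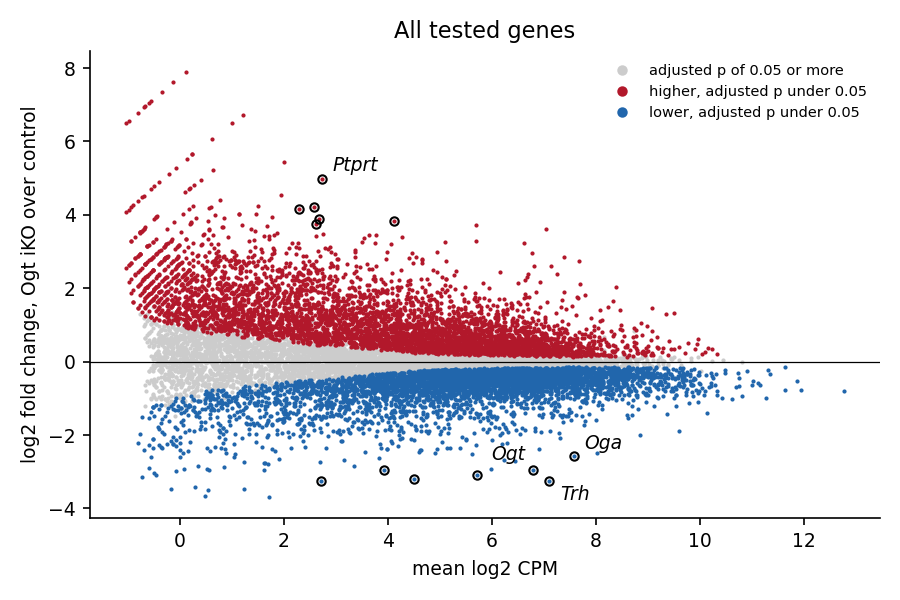
Log2 fold change (Ogt iKO over control, vertical axis) of each of the 14525 tested genes against its mean log2 CPM (horizontal axis), coloured by edgeR's adjusted p, with circles around Ogt, Oga and the 6 genes that changed most in each direction by the rule for named genes. Higher genes reach larger fold changes than lower ones, mostly at low expression, and the slanted rows of points at the left are genes with a few counts in 1 group.

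Among genes with a mean log2 CPM of at least 2 and groups that did not overlap, Ptprt rose most in the fit of all 4 libraries. It lies on chromosome 2 from 161521988 to 162661147 in GRCm38, had 194 and 213 counts in Ogt iKO against 8 and 4 in control, and had a log2 fold change of 4.98 (SE 0.296, adjusted p 4.287e-06, edgeR). With 1 library left out the log2 fold change of Ptprt ran from 4.57 without control replicate 2, where Egr4 rose more (4.74), to 5.54 without control replicate 1. The next largest rises were those of Synpo2l (log2 fold change 4.20), Egr4 (4.16), Asb9 (3.88), Clic5 (3.84) and Cd274 (3.75). The largest falls were those of Enox2 (log2 fold change -3.26), Trh (-3.25), Rps6ka2 (-3.19), Etv4 (-3.09) and Pcbp3 (-2.96). Trh, on chromosome 6 from 92242061 to 92244650, was the most highly expressed of these, at 249 CPM ± 53.5 (SD, n = 2) in control and 26.1 CPM ± 0.763 (SD, n = 2) in Ogt iKO. Enox2 fell to 1.70 and 0.709 CPM in the Ogt iKO libraries. Its log2 fold change ran from -4.03 without Ogt iKO replicate 1 to -2.81 without Ogt iKO replicate 2. In the latter fit Rps6ka2 (-3.41), Trh and Etv4 (both -3.24), Pcbp3 (-3.02) and Ogt (-2.97) all fell more. Without control replicate 1, Rps6ka2 (-3.24) again fell more than Enox2 (-3.02). All of these genes kept an adjusted p under 0.05 in every tested setting.

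Genes of O-GlcNAc cycling and DNA methylation formed the first of 9 lists fixed before the data were examined. Oga encodes the enzyme that removes O-GlcNAc and lies on chromosome 19 from 45750255 to 45783644. Its level fell with that of Ogt, from 327 CPM ± 2.42 (SD, n = 2) in control to 55.4 CPM ± 4.52 (SD, n = 2) in Ogt iKO, or 17% of control (log2 fold change -2.56, SE 0.0699, adjusted p 2.486e-07, edgeR). Among the TET dioxygenases, which oxidise 5-methylcytosine, Tet1 had a log2 fold change of -0.90 and Tet2 fell to 35.4% of control, while Tet3 rose by 1.33 on the log2 scale. Tet1 was the most abundant of them, at 670 CPM ± 116 (SD, n = 2) in control and 359 CPM ± 2.80 (SD, n = 2) in Ogt iKO, and Tet3 reached 64.7 CPM ± 0.413 (SD, n = 2). Among the DNA methyltransferases, log2 fold changes were -0.96 for Dnmt3a, -0.73 for Dnmt3b and -0.33 for Dnmt1, and -0.90 for their partner Uhrf1. Dnmt3l, a cofactor without catalytic activity, rose by 1.31, from 415 CPM ± 32.2 (SD, n = 2) to 1033 CPM ± 51.9 (SD, n = 2). These genes had adjusted p values from 2.486e-07 to 0.00227 (edgeR). The fall of Dnmt1 was not past the threshold when libraries were scaled by their totals alone. Cxxc5 rose by 0.36. Cxxc4 rose by 1.51, from 7 and 11 counts in the controls to 37 and 18 in Ogt iKO, a call that DESeq2 did not make. The log2 fold change of Cxxc4 ran from 0.99 without Ogt iKO replicate 1 to 1.86 without control replicate 2. Hcfc1 and Bap1, which encode partners of OGT, did not pass the threshold, although Hcfc1 did with offsets for exon length (-0.24). Both changed sign when libraries were scaled by their totals alone (0.11 and 0.076, against -0.061 and -0.094).

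**Figure D2:**
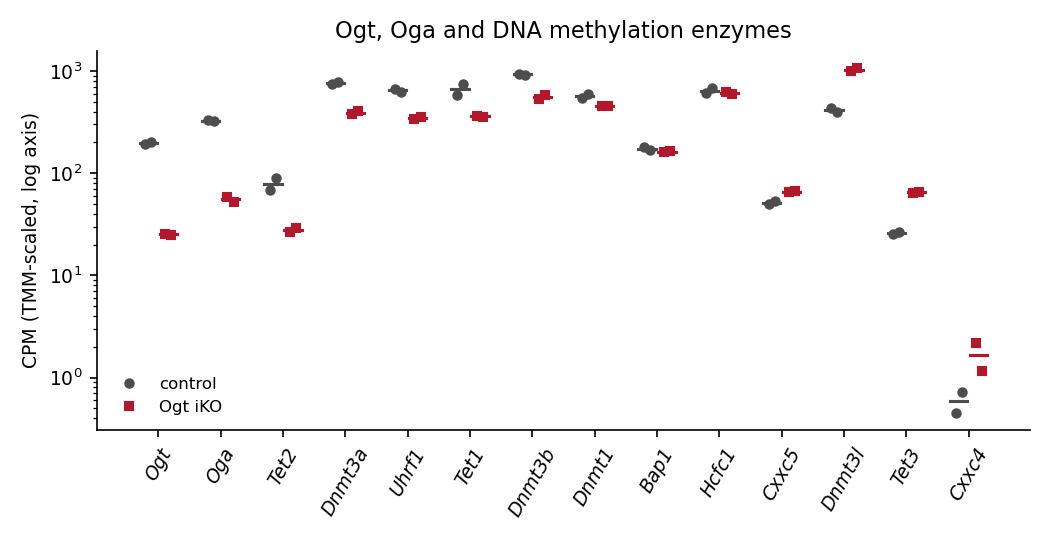
Expression in CPM on a log axis of the 14 tested genes of the list of O-GlcNAc and DNA methylation enzymes in each library, with grey circles for the 2 controls, red squares for the 2 Ogt iKO libraries and lines for the group means, ordered by log2 fold change. Ogt and Oga lie furthest below their controls, at 12.9% and 17% of them, while Dnmt3l, Tet3 and Cxxc5 lie above theirs, as does Cxxc4 at a few counts.

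As a set, the 14 tested genes of this list had a median log2 fold change of -0.53. Of them 4 were higher and 8 were lower (4 and 8 when adjusted over the list alone). The list did not pass the threshold of camera, a limma test of a list against the other genes (adjusted p over the 9 lists 0.0875). It includes Ogt, the targeted gene, and was not tested without it. The 23 genes of heterochromatin and transposon silencing had a median of -0.22, with 2 higher and 12 lower (2 and 12 when adjusted over the list alone), also short of the threshold (limma's camera, adjusted p 0.0592). The largest fall among the genes named from that list was that of Chaf1b, a subunit of the chromatin assembly factor, at -1.93 (SE 0.0682). Log2 fold changes were -0.73 for Tasor, -0.65 for Cbx1 and -0.63 for Trim28. These named genes all lay in the highest quintile of tested genes by mean CPM. That quintile as a whole had a median of -0.19, with 636 higher and 1537 lower. Camera did not match genes by expression, so the list median of -0.22 is not set apart from that of highly expressed genes.

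The pluripotency list shifted down, with a median log2 fold change of -0.73 over 20 genes (limma's camera, adjusted p 1.2e-05), below 0 in 4 of 4 pairs of libraries. Of its genes, 1 was higher and 18 were lower, and the counts were 1 and 18 when adjusted over the list alone. Log2 fold changes were -1.82 for Klf4, -1.59 for Sox2, -1.49 for Fgf4 and -1.47 for Nanog. Nanog kept 87.7 CPM ± 4.64 (SD, n = 2) in Ogt iKO, against 242 CPM ± 3.70 (SD, n = 2) in control.

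The list of genes that mark the 2-cell-like state, a rare state of mESC cultures that resembles the 2-cell embryo, rose most. The median log2 fold change of its 29 tested genes was 2.31 (limma's camera, adjusted p 4.0e-07) and lay between 2.02 and 2.54 in the 4 pairs of libraries. Of them 26 were higher and 1 was lower, or 27 and 1 when adjusted over the list alone. For 2 of the genes both controls were at or under 3 counts, and the median was the same with these at their lower bound. Arg2 rose by 3.45, B020004J07Rik by 3.24, Zscan4d by 2.30 and Usp17le by 2.23. Several of these genes belong to families of near-identical copies, between which reads can be split, so the values of single members such as Zscan4d, Usp17le and B020004J07Rik are uncertain. Part of the exon length of Arg2 lies under an exon of the opposite strand, so its count is uncertain too.

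Germline genes known to be silenced by promoter methylation had a median log2 fold change of 0.94 over 34 genes (limma's camera, adjusted p 0.0121). Of them 20 were higher and 7 were lower, or 20 and 8 when adjusted over the list alone, so the list did not move as a block. Slc25a31 rose by 3.27, Taf7l by 3.25, Dazl by 2.84 and Dmrtb1 by 2.26. Dazl, on chromosome 17 from 50279393 to 50293620, went from 40.8 CPM ± 5.43 (SD, n = 2) to 292 CPM ± 45.6 (SD, n = 2). The 35 imprinted genes had a median of 0.50, with 18 higher and 6 lower (18 and 7 when adjusted over the list alone), and did not pass the threshold (limma's camera, adjusted p 0.0730). Nnat rose by 1.44, Ndn by 1.39, Peg10 by 1.30 and Gnas by 0.91.

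Targets of the transcription factor p53 rose, with a median log2 fold change of 0.69 over 25 genes (limma's camera, adjusted p 2.0e-05), above 0 in 4 of 4 pairs of libraries. Of them 20 were higher and 1 was lower, and the counts were 20 and 1 when adjusted over the list alone. Cdkn1a rose by 1.82, Btg2 by 1.75, Phlda3 by 1.49 and Trp53inp1 by 1.45. The labels describe no cells that received 4-OHT with Ogt intact, so an effect of the ligand or of the recombinase is part of this comparison. The 28 interferon-response genes had a median of 0.11, with 11 higher and 5 lower (11 and 5 when adjusted over the list alone), and did not pass the threshold (limma's camera, adjusted p 0.330). Single members of it changed strongly, with Gbp2 up by 3.29, Rsad2 by 2.60, Zbp1 by 1.72 and Oasl2 by 1.61. Leaving out Ogt iKO replicate 2 raised the median of this list to 0.30.

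The 24 fibroblast markers, listed because feeder cells could carry over, had a median log2 fold change of 0.34 (limma's camera, adjusted p 0.574), with 6 higher and 1 lower (6 and 1 when adjusted over the list alone). One library decided this value. Without Ogt iKO replicate 1 the median was -0.72, and the 4 pairs of libraries ranged from -0.77 to 1.07. Tagln rose by 2.60, Acta2 by 1.72, Pdgfrb by 1.61 and Sparc by 0.82. Of these, Acta2 and Sparc were not past the threshold with edgeR's robust estimate of the spread.

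**Figure D3:**
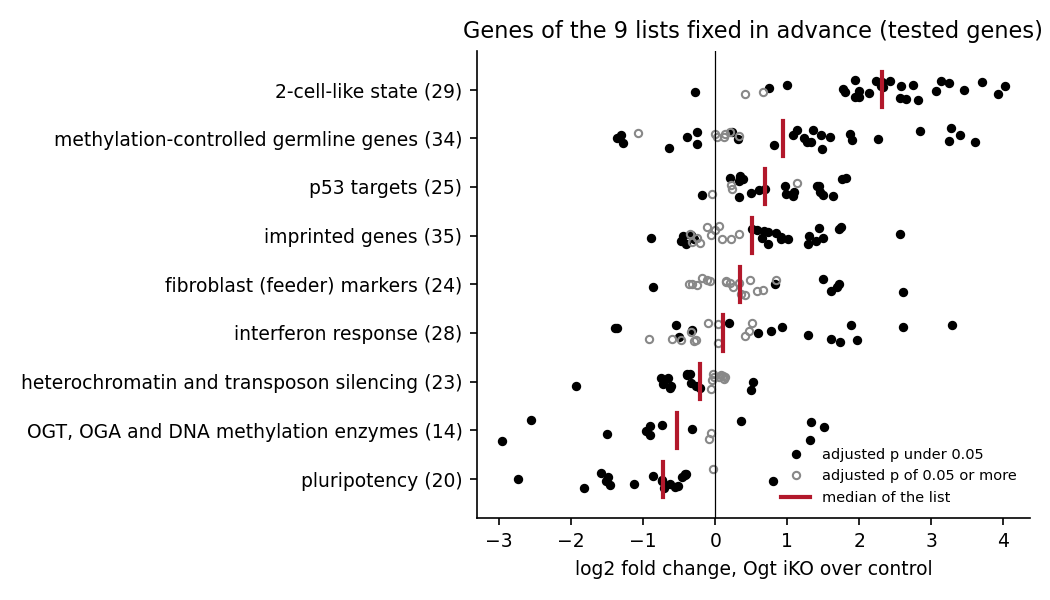
Log2 fold change (Ogt iKO over control, horizontal axis) of each tested gene of the 9 lists, with the number of genes in brackets, filled circles for an adjusted p under 0.05 (edgeR) and red lines for the medians. The medians run from -0.73 for pluripotency to 2.31 for the 2-cell-like state.

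The calls for the pluripotency, 2-cell-like, germline and p53 lists held under limma's fry, which gave an adjusted p under 0.05 for 8 of the 9 lists, the exception being the fibroblast markers. Unlike camera, fry was used to ask whether the average change of a set differs from 0, without regard to the other genes. It also gave an adjusted p under 0.05 for 17 of the 20 chromosomes, so it does not set a list apart from other genes here. The calls did not hold for camera with a correlation estimated for each list, where no list passed the threshold and adjusted p values ran from 0.338 to 0.906. Such a correlation is poorly determined by 2 libraries per group, so this setting cannot tell whether the lists shifted. As tests against the other genes, the calls rest on the preset correlation of 0.01.

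Genes that went from undetected to detected were counted separately. With at least 20 counts in each library of one group and at most 3 in each library of the other, 31 genes were detected only in Ogt iKO and 0 only in control. Leaving out 1 library gave 41 to 75 genes detected only in Ogt iKO, with 75 without control replicate 1, and 0 to 7 only in control, with 7 without Ogt iKO replicate 1. The highest lower bounds, in genes chosen after their values were seen, were those of Tslrn1 (79 and 60 counts against 0 and 1, at least 24.5-fold higher on raw totals) and AF067061 (51 and 67 counts against 0 and 1, at least 21.1-fold higher on raw totals). Raw totals shifted the median log2 fold change of all genes from 0.024 to 0.19. These 2 values are therefore not lower bounds on the TMM scale of the other fold changes, where they would be smaller.

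Gene positions were compared next. No chromosome differed from the others at an adjusted p under 0.05 over the 20 tested (limma's camera), and 1 had an unadjusted p under 0.05. This was chromosome X, whose 549 genes had a median log2 fold change of 0.25 (unadjusted p 0.0189, adjusted p 0.378), with 244 higher and 130 lower. Its median lay between 0.23 and 0.29 in the 4 pairs of libraries. The medians of the autosomes ran from -0.13 on chromosome 7 to 0.13 on chromosome 3.

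**Figure D4:**
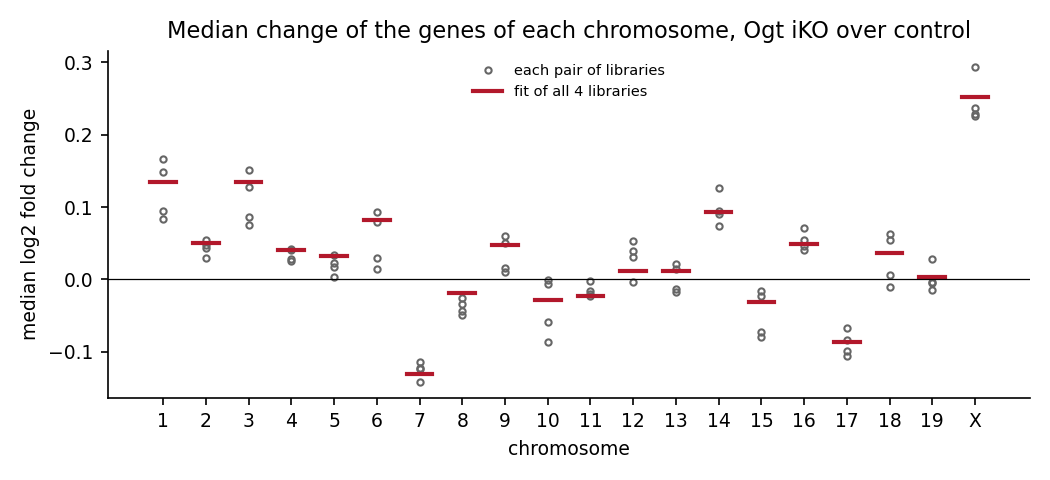
Median log2 fold change (Ogt iKO over control, vertical axis) of the tested genes of each chromosome (horizontal axis), with red lines for the fit of all 4 libraries and open circles for each of the 4 pairs of an Ogt iKO and a control library. The median of chromosome X is 0.25 and those of the autosomes lie between -0.13 and 0.13.

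Genes called in the same direction lay side by side more often than in permutations of the calls among genes of similar expression. Of the 4823 higher genes with a position, 61.5% had a higher gene as the next tested gene on either side, against a mean of 55.4% (SD 0.801) in 10000 permutations, two-sided p 0.0002. Of the 4649 lower genes, 59.8% had a lower neighbour, against 54.1% (SD 0.822), p 0.0002. This p is the smallest these permutations can give. With either of the 2 nearest genes on each side counted as neighbours, the excess shrank, to 81.8% against 80.03% for higher genes (p 0.0022) and 81.05% against 78.8% for lower genes (p 0.0002). Restricting the calls to a fold of at least 2, a choice made after seeing the data, moved the excess most, to 40.5% against 28.4% for higher genes and 25.9% against 11.7% for lower genes.

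Higher genes lay in regions with fewer genes than lower genes did. The median number of other genes starting within 500 kb was 14 for higher genes, 19 for lower genes and 17 for genes not called, and the difference between higher and lower genes had p 1e-05 in a two-sided permutation test with 100000 resamples, the smallest p these can give. Within 1 Mb (1000 kb) the medians were 26 and 35. When calls were permuted only among genes of similar mean expression, an alternative chosen after seeing the data, the difference of -5 genes compared with a mean of -0.642 in the permutations. Both permutations took genes as independent, although neighbouring genes share much of their gene number and calls of the same direction lay side by side. The p of these density tests can therefore be too small.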

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

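The scaling by library size or upper quartiles, the GC and length offsets, the 2-fold restriction of neighbouring calls, the removal of overlapping genes and the expression-matched gene density test were chosen only after the results were seen. The other alternatives were fixed before the data were examined, but their use on single genes other than Ogt was not planned.

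The fall of Ogt was past the threshold in all 10 tested settings, from -3.07 to -2.79. The number of higher genes ran from 3471 with DESeq2 to 6116 with library size only, and that of lower genes from 3282 with library size only to 4747 with length offsets, all within 1.5 times the reported counts. DESeq2 called 4002 lower genes, and 7436 genes were called in the same direction by DESeq2 and edgeR. At a fold of at least 2, DESeq2 gave 1656 higher and 804 lower genes and library size only gave 2664 and 619. Testing against a fold of 1.2 with glmTreat gave 3741 higher and 3215 lower genes, a larger count because that threshold is lower than the estimated fold of 2.

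The replicate numbers were checked as pairs. The deviations of same-numbered libraries from their group means had a correlation of 0.0859 across genes, and the labels do not tie a number to a batch, so the numbers were not taken as pairing. With the replicate block 4922 genes were higher and 4719 lower, and the block changed no call of a list or of chromosome X.

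For the lists, the choice of set test mattered more than the normalization. With a correlation estimated per list, medians being equal by construction, pluripotency (-0.73), the 2-cell-like state (2.31), germline genes (0.94) and p53 targets (0.69) were no longer past the threshold. Their adjusted p values over all alternatives (limma) ran from 6.601e-07 to 0.503, 2.892e-08 to 0.503, 0.00562 to 0.503 and 1.194e-05 to 0.338. The highest of these came from the estimated correlation, which 2 libraries per group determine poorly, so they are not evidence against a shift. With fry, which tests a list without regard to other genes, the enzymes (-0.53), heterochromatin genes (-0.22), imprinted genes (0.50), interferon genes (0.11) and chromosome X (0.25) were past it as well, but so were 17 of the 20 chromosomes, X included, so a fry call carries little weight in these data. The enzyme list, which includes Ogt itself, was also past the threshold with length offsets (-0.63). So was the heterochromatin list with no filter (-0.16), GC offsets (-0.21) and length offsets (-0.34). The cause was not tested. Scaled by library size only, the heterochromatin median was -0.047, against a median of 0.19 for all genes in that setting.

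Across the 4 fits that each left out 1 replicate, the medians ran from -0.59 to -0.49 for the enzymes, -0.24 to -0.21 for heterochromatin, -0.77 to -0.69 for pluripotency, 2.09 to 2.55 for the 2-cell-like state, 0.76 to 1.07 for germline genes, 0.44 to 0.64 for imprinted genes, 0.62 to 0.75 for p53 targets, 0.10 to 0.30 for the interferon response and 0.25 to 0.27 for chromosome X. The fibroblast markers ran from -0.72 without Ogt iKO replicate 1 to 0.94 without Ogt iKO replicate 2, and this was the one list whose direction reversed.

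The number of genes detected only in Ogt iKO was set by the count minimum. It was 141 at 10 counts and 2 at 50 counts, and 41 to 75 with 1 replicate left out. The opposite count was 12 at 10 counts, 0 at 50 counts and 0 to 7 with 1 replicate left out. A lower minimum or fewer libraries admit more genes by construction, and the direction of the imbalance was the same in each of these settings.

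Of the 56 single genes followed, Hcfc1 reversed to 0.11 and Bap1 to 0.076 with library size only, and Hcfc1 ran from -0.15 to 0.014 across the 4 fits with 1 replicate left out, reversing without control replicate 2. All of these are small changes. The GC and length offsets could not act on Oga and Tasor, which had no exon model, and gave no value for them. Of the 556 values from tested settings, 549 kept their direction and side of the threshold, 4 became weaker, 1 stronger and 2 reversed. The weaker ones were Dnmt1 with library size only, Cxxc4 with DESeq2, and Acta2 and Sparc with the robust fit. The stronger one was Hcfc1 with length offsets (-0.24), whose adjusted p in edgeR and DESeq2 ran from 0.00491 to 0.840 over the tested settings. Of 224 values with a library left out, 24 moved by more than the spread and 1 reversed.

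The excess of neighbouring calls and the lower gene density of higher genes were past the threshold in every tested setting. All the density settings took neighbouring genes as independent. The excess was smallest with either of the 2 nearest genes on each side, at 1.78 percentage points for higher and 2.30 for lower genes, against 6.07 and 5.69 for adjacent genes. With library size only, 71.0% of higher genes had a higher neighbour against 66.4% permuted, and 47.0% of lower genes a lower neighbour against 40.4%, and the density difference was -4 genes.

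The comparison with unstranded counts and the measures of antisense reads, reads mapped to several loci and reads outside genes, set out before the data were examined, were not run, because 1 column of counts per library was used. Depth limits the genes of a few counts. Cxxc4 rested on 7 and 11 control counts, and for the genes detected only in Ogt iKO the size of the change is known only as a lower bound.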

Other observations

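The test of genes by chromosome and the removal of neighbours with the same symbol root from runs of calls were set out before the data were examined. The other tests of this part, GC and length offsets and library size scaling included, were chosen only after the results they bear on were seen, and all tests used the same libraries as the patterns.

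Fibroblast transcripts differed between the 2 Ogt iKO libraries, which the labels describe alike. All 24 of 24 fibroblast markers were higher in Ogt iKO replicate 1 than in replicate 2, with a median log2 ratio of 1.54, where the other 8 lists had medians between -0.16 and 0.14. All 24 markers passed the expression filter over the 4 libraries, and the counts do not show whether stem cells or feeder cells made these transcripts. Of genes picked after their values were seen, Col1a1 stood at 904 and 180 CPM in Ogt iKO replicates 1 and 2, against 294 and 314 CPM in the controls, and Col3a1 at 531 and 102 CPM, against 209 and 297 CPM. Vim, also abundant in fibroblasts, differed less, at 255 and 156 CPM, and Tagln hardly, at 257 and 222 CPM. Carry-over of feeder RNA may explain the difference between these libraries, and a difference in spontaneous differentiation could give the same markers and was not tested. The rise of Tagln in both treated libraries over controls of 44.2 and 34.9 CPM does not follow this pattern, so feeder RNA alone is unlikely to account for it.

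The main gene list results do not rest on the library rich in fibroblast transcripts. In Ogt iKO replicate 2 against control replicate 1 the 2-cell-like list still had a median log2 ratio of 2.07 and the p53 targets one of 0.63, although the fibroblast markers were at -0.61 in that pair. The Ogt transcripts left in the knockout differed by a log2 ratio of only 0.028 between the 2 treated libraries, which argues against feeder cells with an intact gene as their main source. Unrecombined cells or a transcript of the deleted allele stay open, since counts per gene cannot tell them apart.

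The rise of the 2-cell-like list was tested against technical sources. With GC offsets its median was 2.24 and with exon length offsets 2.36, both past the threshold. The 5 tested members without near-identical copies were all higher, with a median of 2.74, against 2.31 for the other 24, so split reads of copied genes do not account for it. A larger share of cells in this state may underlie the rise, as a hypothesis, but bulk counts cannot separate a rise in a few cells from a rise in all of them. The p53 targets kept a median of 0.63 with GC offsets. Here the number of libraries with 4-OHT and intact Ogt was 0, so OGT loss, the ligand, the recombinase and the sorting for fluorescence cannot be told apart as candidate causes.

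Change depended on expression. The median log2 fold change fell from 0.62 in the lowest quintile of genes by mean CPM through 0.20, -0.008 and -0.062 to -0.19 in the highest, and with library size only, which shifts all genes alike, from 0.79 to -0.025, so the size of the fall in the highest quintile depends on the scaling. Without Ogt iKO replicate 1 the lowest quintile still stood at 0.54, which argues against feeder RNA. The list tests did not match genes by expression, so part of the shift of a list can follow this trend. Genes that stem cells are not expected to use offered a test of background reads. The summed CPM of 1622 olfactory, vomeronasal, keratin-associated and defensin genes rose by a log2 ratio of 1.08, from 5.76 and 7.78 in the controls to 12.7 and 16.02 in Ogt iKO, against 0.67 for the lowest quintile summed in the same way. The families differed, with 2.32 for vomeronasal genes, of which 16 and 15 had a count in the Ogt iKO libraries, 0.76 for olfactory genes and -0.027 for defensins, whose pairs of libraries ran from -0.96 to 0.67. Keratin-associated genes had 3 and 5 counts in Ogt iKO against 1 and 0 in control. Together these families gained only 0.00317 CPM per kb of exon, against a median of 0.211 in the lowest quintile, far too little for evenly spread genomic DNA to explain the rise of expressed genes. Unspliced RNA from within transcribed regions cannot be told apart from a weaker repression of silent genes, since no intron counts were used, and both may contribute.

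Chromosome X carried the largest median of any chromosome, without passing the corrected threshold. No autosome had a median beyond 0.13 in size (chromosome 3), far from the 0.58 of an added copy in all cells, which argues against an autosomal gain or loss in most cells but cannot exclude one in a small part of them. A gain of X in part of the cells would shift X-linked genes at every expression level. The X-linked genes exceeded autosomal genes by 0.54 in the lowest quintile of expression (95% bootstrap interval 0.21 to 0.75, 131 genes), by 0.16 in the next (interval -0.055 to 0.51, 127 genes), by 0.16 in the middle one (interval 0.040 to 0.40, 118 genes) and by 0.016 in the 2 highest quintiles (interval -0.087 to 0.14, 173 genes). All these intervals come from resampling genes, not libraries, and take neighbouring genes as independent. The lowest quintile exceeded the 2 highest by 0.52 (interval 0.17 to 0.75), and by 0.46 (interval 0.066 to 0.67) without neighbours of the same symbol root. Within that limit, a gain alone is unlikely to account for the rise of weakly expressed X-linked genes. A gain that shifts all X-linked genes by up to 0.14 stays open, since the interval of the 2 highest quintiles includes it, and the genes of middle expression do not decide between these.

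Runs of genes that share a direction could reflect tandem copies that share reads. Without neighbours of the same symbol root, the excess over permutation was 5.67 percentage points for higher genes and 5.32 for lower genes, against 6.07 and 5.69 with them, so such copies account for little of it. Regulation over domains larger than a gene is a candidate explanation, and whether the runs coincide with transposable elements or with changed methylation was not tested.

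The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, chosen after their values were seen, were expressed in all 4 libraries. Their summed CPM differed between the Ogt iKO libraries by a log2 ratio of -0.11, opposite to the fibroblast markers, so feeder cells are an unlikely source and the stem cells may carry a Y chromosome. Xist, the RNA that coats an inactive X, had at most 49 counts in any library. The genotype label is written as for 2 floxed alleles of Ogt, an X-linked gene. Eif2s3y fell by 0.85 on the log2 scale while Ddx3y rose by 0.50 and Uty changed by 0.067, so the Y-linked genes did not shift as a block.

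The sorting text of the labels gives CD90.2 (the product of Thy1) as the marker that picks out stem cells and CD326 (the product of Epcam) as the one that excludes fibroblasts. In the counts Epcam stood at 280 and 287 CPM in Ogt iKO and 347 and 307 CPM in control, and Thy1 at 25.6, 8.90, 15.6 and 15.6 CPM. Thy1 was 1.52 higher on the log2 scale in Ogt iKO replicate 1 than in replicate 2, as the other fibroblast markers were, and Epcam differed by -0.034.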
